# Neuronal Activity Regulates Hippocampal miRNA Expression

**DOI:** 10.1371/journal.pone.0025068

**Published:** 2011-10-03

**Authors:** Stephen M. Eacker, Matthew J. Keuss, Eugene Berezikov, Valina L. Dawson, Ted M. Dawson

## Abstract

Neuronal activity regulates a broad range of processes in the hippocampus, including the precise regulation of translation. Disruptions in proper translational control in the nervous system are associated with a variety of disorders that fall in the autistic spectrum. MicroRNA (miRNA) represent a relatively recently discovered player in the regulation of translation in the nervous system. We have conducted an in depth analysis of how neuronal activity regulates miRNA expression in the hippocampus. Using deep sequencing we exhaustively identify all miRNAs, including 15 novel miRNAs, expressed in hippocampus of the adult mouse. We identified 119 miRNAs documented in miRBase but less than half of these miRNA were expressed at a level greater than 0.1% of total miRNA. Expression profiling following induction of neuronal activity by electroconvulsive shock demonstrates that most miRNA show a biphasic pattern of expression: rapid induction of specific mature miRNA expression followed by a decline in expression. These results have important implications into how miRNAs influence activity-dependent translational control.

## Introduction

Translational control is essential for the normal function of neurons. Numerous mechanisms exist in neurons to finely tune the translational output of mRNAs [1]. These mechanisms are required for the establishment long-term memories and defects in translational control lie at the heart of a variety of syndromes that display neurodevelopmental and neurocognitive defects. Among these is Fragile X Syndrome, caused by the mutation of the *Fragile X Mental Retardation Protein* (*FMRP*), an RNA binding protein involved in both the transport and translation of specific sets of mRNAs [2]. Tuberous sclerosis is caused by mutations in the *Tuberous sclerosis complex 1* or *2* genes, which in turn regulates mechanistic target of rapamycin- (mTOR) dependent translation. These syndromes directly affect translational control in neurons and lead to cognitive disorders that lie within the autistic spectrum [3].

MicroRNA (miRNA) play a significant role in the translational control of mRNAs in neurons. These small RNAs are loaded into the RNA-induced silencing complex (RISC) where they direct target mRNAs in a sequence-specific fashion for either translational repression or degradation [4]. Both the mTOR and FMRP pathways regulate RISC's repressive activity. Activation of the mTOR pathway by neurotrophin signaling results in the derepression of miRNA-silenced *Lim kinase 1* mRNA [5]. The *Drosophila* homolog of FMRP (*dFmr1*) physically interacts with components of RISC [6] and *dFmr* and the core RISC component *dAgo1* show genetic interactions [7]. These interactions may also be relevant in mammals as FMRP immunoprecipitates a subset of neuronally enriched miRNAs including miR-125b and miR-132 [8]. These observations together suggest that miRNA-mediated translational repression could play a significant role in Tuberous sclerosis and Fragile X-associated neurocognitive defects. Disruptions in the biogenesis of miRNAs also contribute to the behavioral deficits observed in the mouse model of 22q11.2 microdeletion syndrome [9]. In all, it is likely that the miRNA system plays a significant role in the homeostasis of neuronal protein synthesis, that when disrupted leads to cognitive disorders.

Neuronal activity regulates protein synthesis in a variety of ways including the mobilization of translationally repressed mRNAs, including those regulated by mTOR and FMRP. Though a number of activity-regulated miRNAs in the hippocampus have been identified [10], [11], [12], a comprehensive approach to profiling of miRNA expression in response to neuronal activity in the hippocampus has yet to be described. The majority of these studies have focused on miRNAs that are induced by activity, a phenomenon seemingly at odds with enhanced protein synthesis observed in neurons following activation. In this study we use multiple expression profiling platforms to comprehensively identify all miRNA expressed in the hippocampus, the essential structure of the brain required for learning and memory. Additionally, we use high- and low-throughput methods to describe how neuronal activity impacts the expression of miRNAs. Our observations demonstrate that some miRNAs are induced by activity while nearly all miRNAs show a long period of decline in expression following neuronal activation. These results suggest that miRNA-mediated translational control is derepressed following neuronal activation, consistent with activity's effect on protein synthesis.

## Results

### Analysis of Hippocampal miRNA expression by Deep Sequencing

To understand the breadth of miRNA expression in the adult hippocampus, libraries from individual male C57BL/6 mice were constructed using standard protocols from Illumina and sequenced using an Illumina Genome Analyzer IIx. 

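Small RNA from the hippocampus of individual mice was sequenced as 12 libraries, 2 from untreated mice and 2 from mice at each of 0.5, 1, 3, 6 and 24 h after electroconvulsive shock (ECS), a seizure-inducing current that depolarizes neurons throughout the brain. The first time course (suffix -1) and the second (suffix -2) hold 6 libraries each. The authors deposited, for each library, every distinct insert sequence of at least 18 nt (a tag) with the number of accepted reads that carried it, after adapter removal and before any alignment. These counts were not normalized. Accepted reads summed to between 3674297 (NT-1) and 6792932 (24h-1) in the first time course, with a median of 5400900. In the second time course they ranged from 1897490 (6h-2) to 7657222 (0.5h-2), with a median of 7430173. Each of the 12 totals equals the sum of mapped and unmapped reads in Table S1. For the values given here, a tag was counted for a miRNA when the whole tag matched an annotated hairpin exactly (GENCODE release M21, genome GRCm38), and counts were kept apart for the 5′ and 3′ arms of the hairpin. A tag that matched more than 1 miRNA was split equally between them, which concerned between 0.899% and 4.83% of the miRNA reads of a library. Exact matching leaves out reads with a sequencing error or with bases added at the 3′ end. Counting by the first 18 nt, which admits changes at the 3′ end, is given as an alternative. Reads were amplified by PCR without molecular identifiers, so intervals on shares cover counting error only.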

A total of 12 independently constructed libraries yielded an average of 9.85×10^6^ reads per library resulting in a total of 118 million reads (Table 1). The reads were processed using the miR-Intess pipeline [13]. After removal of reads that had no or short insert sequences or lacked 3′ adapter sequence, 70.8 million reads were accepted for further analysis. 

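Summed over the 12 libraries, the deposited tags held 70809892 accepted reads, with a median of 6542560 per library. Tags of 18 to 24 nt made up 92.6% of them. The longest tag was 30 nt in the 5 libraries of the first time course from ECS-treated mice and 34 nt in the other 7 libraries. The number of distinct tags per 100 accepted reads was 42.8 ± 12.9 (SD, n = 6) in the first time course and 17.0 ± 3.07 (SD, n = 6) in the second. It was lower in the second time course at all 6 time points (exact permutation test of the 64 flips of libraries within time points, two-sided, p = 0.03125, the smallest p this design allows).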

Of the accepted reads, 58% were mappable to the mouse genome sequence (NCBI *Mus musculus* assembly 37, Table S1). As is typical of small RNA libraries, mappable reads contained a variety of small RNAs and fragments of abundant cellular RNA species (Table 1). 

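Tags with an exact match to other annotated RNAs in GENCODE made up small shares of the accepted reads. Over all libraries, 0.145% matched snoRNA, 0.112% mitochondrial tRNA, 0.0134% rRNA, 0.0115% miscellaneous RNA and 0.00715% snRNA. Nuclear tRNA genes and repeats were not analysed here. The snoRNA share ranged from 0.0616% in 6h-2 to 0.408% in 3h-1. NT-1 had the highest share of rRNA (0.0656%), snRNA (0.0378%) and mitochondrial tRNA (0.369%). Mitochondrial tRNA made up 0.171% ± 0.116 (SD, n = 6) of the reads in the first time course and 0.0791% ± 0.0254 (SD, n = 6) in the second, and was lower in the second at 6 of 6 time points (exact permutation test, two-sided, p = 0.03125). The snRNA share, 0.0127% ± 0.0125 (SD, n = 6) in the first and 0.00392% ± 0.00096 (SD, n = 6) in the second time course, was also lower at 6 of 6 time points (exact permutation test, two-sided, p = 0.03125). Benjamini-Hochberg adjustment over the 6 RNA classes tested gave both a p of 0.0938. As p cannot fall below 0.03125 in this design, a difference in only these classes cannot pass an adjusted threshold of 0.05, and none is excluded.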

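Exact matches to annotated miRNA hairpins accounted for 30022027 reads, which is 42.4% of all accepted reads and 73.1% of the reads that Table S1 gives as mapped. Counted by the first 18 nt, the share of mapped reads was 87.1%. Among accepted reads, the known miRNA share was lowest in 6h-1, at 10.1% (Wilson 95% interval 10.04% to 10.1%), and highest in 6h-2, at 69.6% (69.58% to 69.7%). It averaged 25.6% ± 8.23 (SD, n = 6) in the first time course and 57.5% ± 6.36 (SD, n = 6) in the second. The difference of 32.0 percentage points had the same direction at 6 of 6 time points (exact permutation test, two-sided, p = 0.03125). It rose to 37.2 points when tags were counted by their first 18 nt. As a share of the mapped reads of Table S1 it was smaller, 20.2 points (59.1% against 79.3%), again in the same direction at 6 of 6 time points.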

Although varying between libraries, 84.1% of mappable reads were composed of known miRNAs (Table 1, Figure S1). Variability in library composition is likely due to a combination of biological and technical variation. The libraries used in this analysis were generated from hippocampi from mice either housed in their home cage or mice treated with electroconvulsive shock (ECS) as model of neuronal activity (see below). To establish a baseline for further comparison we examined the relative expression of miRNAs that composed >0.1% of the total miRNA reads in libraries from mice not treated with ECS (Figure 1, black bars).

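In the 2 untreated libraries, 1067558 (NT-1) and 4282006 (NT-2) reads matched miRNA hairpins. The 10 most abundant arms held 64.9% of the miRNA counts. The 5′ arm of let-7f averaged 15.1% ± 7.04 (SD, n = 2), from 10.1% in NT-1 and 20.1% in NT-2. The 3′ arm of miR-124 averaged 14.4% ± 16.7 (SD, n = 2), from 26.2% in NT-1 and 2.63% in NT-2. The 5′ arm of let-7g averaged 10.1% ± 12.1 (SD, n = 2), from 1.62% and 18.7%. These were followed by miR-128 (4.87%), let-7c (4.73%), miR-101a (4.57%), miR-143 (3.94%), miR-29a (3.21%), miR-140 (2.15%) and miR-181b (1.81%). The differences between the 2 libraries were far larger than the counting error, since the Wilson 95% interval of miR-124 was 26.1% to 26.3% in NT-1 and 2.62% to 2.65% in NT-2. Of miR-181b, 3.54% in NT-1 stood against 0.0757% in NT-2, a 46.7-fold difference. With NT-1 alone miR-124 ranks above let-7f, and with NT-2 alone let-7f and let-7g rank above it.

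**Figure D1:**
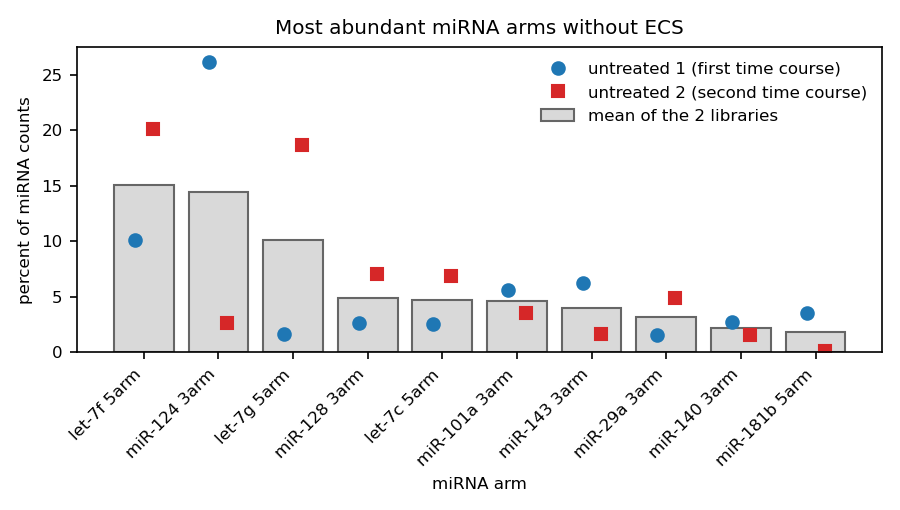
Percent of miRNA counts (y axis) of the 10 most abundant miRNA arms (x axis) in the untreated libraries. Bars give the mean of the 2 libraries, circles NT-1 and squares NT-2. miR-124 lies at 26.2% in NT-1 and 2.63% in NT-2, and let-7g at 1.62% and 18.7%.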

**Figure 1:**
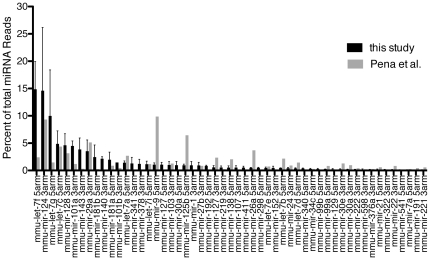
Percent abundance of miRNAs composing 99.9% of total miRNA reads from deep sequencing of hippocampal small RNA libraries. Two biological replicates of hippocampal small RNA libraries were sequenced using the Illumina Genome Analyzer platform(black bars). These results are compared with a previous published hippocampal miRNA deep sequencing data set using the Roche 454 platform (Pena et al. 2009). Error bars represent standard error of the mean.

**Table 1:** Composition of Small RNA libraries.

	No Treatment		Time post-ECS									
Read Class	NT-1	NT-2	0.5 h-1	0.5 h-2	1 h-1	1 h-2	3 h-1	3 h-2	6 h-1	6 h-2	24 h-1	24 h-2
known miRNA	4874592	1183270	2064673	4870577	1679456	4632123	1718605	4908635	546571	1500757	2629835	4810058
candidate novel miRNA	1859	913	1734	2121	1259	1964	4697	1637	963	254	2244	1633
confident novel miRNA	364	1205	230	625	263	518	124	305	55	130	243	586
homolog known miRNA	335	1082	474	1290	694	518	6244	335	58	51	548	3263
non-hairpin	91159	163027	154038	90888	160849	68653	120162	79704	151909	20644	144032	78053
novel known miRNA	4651	4900	3364	5161	1740	3717	6380	3821	2266	3229	2275	10147
other RNA	1877	5692	3371	1449	3418	1237	2154	1356	2305	442	3012	1350
other hairpins	118597	186996	163498	106852	129965	89227	169200	96214	91051	22343	152773	108961
rRNA	598	2187	815	502	818	429	1778	920	415	125	499	319
repeats	110194	107996	127518	106277	121908	84303	122298	95342	102968	18396	133469	96004
scRNA	780	958	635	955	652	761	335	1159	247	180	440	549
senseRNA	9265	22459	10335	4881	14191	4953	11045	7888	6468	1109	9143	3742
senseRNAnc	6191	11026	3959	3911	8220	3454	3571	5377	3263	1094	3319	3764
siRNA	2474	6328	4589	1882	4459	1711	5241	1736	3553	371	4013	1545
siRNAnc	1501	3288	1903	992	2871	992	1292	1030	2156	296	1695	814
snRNA	391	1368	667	289	666	312	277	384	440	76	390	182
snoRNA	16408	16102	13958	10380	10520	15196	26333	11014	5543	1813	15423	8292
tRNA	80817	288036	123704	47996	170908	46041	110326	35080	91924	15682	131816	30932

**Read Class**: Known miRNA: previously identified isoforms of known miRNA including star strands, candidate novel miRNAs: have no bad features and at least one positive or one negative feature and 2 or more positive features listed in results section, confident novel miRNAs: have no negative features and at least two positive features listed in the results section, Homolog of known miRNA: known miRNA that contains sequence features that distinguish from miRBase sequence, non-hairpin: reads that lack a hairpin in their genomic local,novel known miRNA: reads that represent previously undocumented processing variants of know miRNA. other RNA: RNA reads that are inconsistent with miRNA features and are not members of the following classes of RNA: rRNA,scRNA, repeats (including repetitive elements), senseRNA (mRNA fragments), sense ncRNA, potential siRNAs, potential siRNAs derived from ncRNAs, snRNA, snoRNA, or tRNA. All miRNA star strands are ‘counted’ as a part of the mature miRNA's category.

To directly compare the results from our libraries with a comparable data set, we plotted the percent reads from a mouse hippocampal miRNA library sequenced using the 454 platform [14]. Though similar in composition, there are differences in relative abundance of various miRNAs (Figure 1, gray bars). This is in agreement with a recent study that demonstrated that differences in library generation protocols and the sequencing platform used alter the absolute quantification of miRNA [15]. 

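With the mean of the untreated libraries, 73 arms of 68 miRNAs lay above 0.1% of the miRNA counts and together held 95.6% of them. Of these arms, 48 differed more than 2-fold between NT-1 and NT-2, and the median difference was 2.84-fold. The number moved most when an arm had to pass the limit in both untreated libraries, which left 51 arms. NT-1 alone gave 76 arms and NT-2 alone gave 63.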

In total we identified 119 high confidence miRNAs previously described in miRBase release 15 (Table S2), although less than half of these miRNAs (53) are expressed at levels greater than 0.1% of total miRNA reads. The study by Pena et al. [14] concurs that 48/53 of these miRNAs are expressed at levels >0.1% of total hippocampal miRNA. Based on three deep sequencing experiments using two different platforms it is likely that the miRNAs in Figure 1 are the major miRNA species in the murine hippocampus. 

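Without requirements on processing or abundance, 705 of the 1087 annotated miRNA names had at least 1 exactly matching read over the 12 libraries, on 1063 arms. For 358 miRNAs both arms had a read. A minimum of 10 reads over all libraries left 469 miRNAs, and 514 had a read in both time courses.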

If stringent requirements imposed by the miR-Intess pipeline are relaxed, we identified 248 miRBase miRNAs expressed in the hippocampus.

### Identification of Novel miRNAs

Deep sequencing of small RNA libraries is the established standard for identification of novel miRNAs. The miR-Intess data pipeline uses strict guidelines to identify novel miRNAs from deep sequencing data sets. In order to be considered a ‘confident’ novel miRNA, a sequence must have at least two of the following positive features: (1) the sequence is represented in multiple libraries. (2) The sequence maps to a genomic region containing a hairpin that is consistent with Dicer and Drosha processing. (3) The hairpin that the sequence lies within must be considered thermodynamically stable by Randfold. All novel miRNAs were required to have a sequenced star strand. The sequence is rejected as a novel miRNA if the mature sequence has any of the following negative features: the sequences is inconsistent with being a Dicer product, has a high degree of 5′ end variability, a hairpin sequence that is too short, if the sequence maps to greater than 10 locations in the genome, has high G-C content, if the sequence is not in 18–24 nt range, or if the read overlaps the predicted hairpin sequence. 

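All 15 miRNAs of Table 2 had an annotated hairpin in GENCODE and at least 1 exactly matching read. Their counts over the 12 libraries ran from 12 (Mir344i) to 10975 (Mir1298), with a median of 80. These sum to 16823, in which reads that match both Mir344d-1 and Mir344d-3 count for each. With each read counted once the sum was 15460, of which 71.0% came from Mir1298. For each of the 15, nucleotides 2 to 8 of the most abundant tag on an arm equalled the seed that Table 2 gives. Mir1298 is represented mainly by TTCATTCGGCTGTCCAGATG (5959 counts), and 99.9% of the counts of its 5′ arm start where this tag starts. Mir3106, in an intron of Csmd1 on chromosome 8 of GRCm38 (16168757 to 16168838, minus strand), had 1796 counts. On GRCm38, 13 of the 15 hairpins lie in an intron of a gene on the same strand and 2 lie outside genes of that strand. Counts were found in both time courses for 13 of the 15 and in every library for 3. Counted by the first 18 nt, an alternative chosen after seeing the values, the sums were 21072 and 19254.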

With these stringent requirements we identified 15 confident novel miRNAs (Table 2). 

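At least 1 read was found on both arms of the hairpin for 14 of the 15 miRNAs of Table 2. Mir1298 had 9979 counts on the 5′ arm and 996 on the 3′ arm. Mir344d-3 had 1364 on the 3′ arm and 82 on the other. Mir1912 had 593 and 2, and Mir3106 had 1794 and 2. Mir3059 had 60 counts on its 5′ arm and 0 on its 3′ arm. A count of 0 allows up to 3 counts at this depth, and exact matching leaves out reads with changed 3′ ends.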

The majority of the novel miRNAs have a sequenced star strand further bolstering the confidence in our assessment of these sequences as *bona fide* miRNAs. Using the Targetscan algorithm, we predicted targets of the novel miRNAs that have a novel seed sequence (Table S3). Though distributed throughout the genome, 3/15 of the novel miRNAs we identified lie with the introns of the *serotonin receptor 2c* (*Htr2c*) gene (Figure 2).

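Htr2c spans positions 146962513 to 147197277 on the plus strand of chromosome X of GRCm38, a later assembly than that of the paper. Mir1912 lies at 147009441 to 147009527, Mir1264 at 147010601 to 147010686 and Mir1298 at 147064905 to 147065002, all on the plus strand. In transcript Htr2c-201, which has 6 exons, all 3 lie in intron 2 (146981606 to 147072384). In transcript Htr2c-202, which has 1 exon more, they lie in intron 3. Over the 12 libraries Mir1298 had 10975 counts, Mir1912 had 595 and Mir1264 had 31. All 31 counts of Mir1264 came from the second time course. Those of Mir1298 ranged from 28 in 6h-2 to 5333 in 3h-1.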

**Figure 2:**
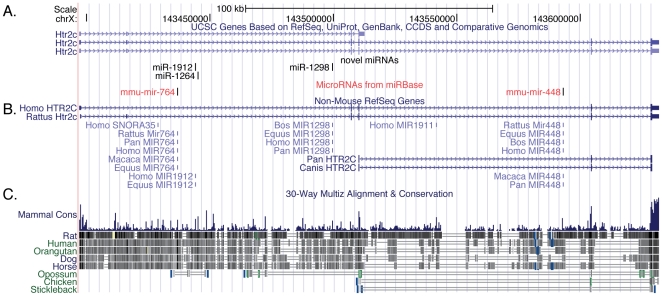
Genomic location of novel and previously identified miRNA in the *serotonin receptor 2c* (*Htr2c*) locus. (A) The gene models for identified transcripts at the mouse *Htr2c* locus. (B) Transcripts identified from the homologous locus in other mammalian species. (C) Conservation of genomic sequence in a multiple-species genomic alignment.

**Table 2:** Novel miRNAs identified in this study*.

Designation	Seed	Family	chr	Start	Stop	Location	reads	star	Conservation#
mmu-miR-1298	UCAUUCG	novel	X	143499422	143499570	Intronic: *Htr2c*	13855	yes	m,r,h,p,ma
mmu-mir-1264	AAAUCUU	novel	X	143445144	143445231	Intronic: *Htr2c*	31	yes	m,r
mmu-mir-1912	ACAGAAC	novel	X	143443980	143444073	Intronic: *Htr2c*	667	yes	m,r,ma
mmu-mir-344d-1	AUAUAAC	miR-410	chr7	68828011	68828078	Intergenic	1853	yes	m
mmu-mir-3106	GGCUCAU	novel	chr8	16168742	16168851	Intronic: *Csmd1*	1973	yes	m,r,g
mmu-mir-3076	GCACUCU	novel	chr14	31385335	31385394	Intronic: *Tkt*	103	yes	m
mmu-mir-344d-3	AUAUAAC	miR-410	chr7	68871130	68871214	Intergenic	1922	yes	m
mmu-mir-3059	UUCCUCU	novel	chr10	101235313	101235419	Intronic: *Mgat4*	88	yes	m,h,p,g,d,r,ma
mmu-mir-3095	GGACACU	novel	chr4	58453883	58453971	Intronic: *Lpar1*	211	yes	m
mmu-mir-344c	GAUCUAG	miR-344	chr7	68982184	68982294	Exonic: ncRNA	221	yes	m,r
mmu-mir-344i	AGUCAGG	novel	chr7	69230109	69230196	Intergenic	12	yes	m,r
mmu-mir-5709	UACGCAC	novel	chr17	67375487	67375575	Intronic: *Ptprm*	31	yes	m
mmu-mir-3093	GUGGACA	novel	chr3	88019095	88019178	Intergenic	82	yes	m,h
mmu-mir-3066	UGGUUGC	novel	chr12	17362189	17362288	Intronic: *Nol10*	74	yes	m,p,d
mmu-mir-5710	CUUGGGA	novel	chr9	54556120	54556188	miRtron:*Dnaja4*	30	yes	m,r

*During the manuscript review process, some novel miRNAs were identified by other groups. #m: *Mus musculus,* r: *Rattus norvegicus*, h: *Homo sapiens*, p: *Pan troglodytes,* ma: *Macaca mulatta,* g: *Gallus gallus*, d: *Danio rerio*

### Neuronal activity regulates miRNA expression

Neuronal activity has profound effects on gene expression and mRNA translation. As miRNAs are intertwined with both of these processes, we investigated how miRNA expression is influenced by neuronal activity *in vivo.* Electroconvulsive shock (ECS) was chosen as a model for *in vivo* neuronal activity for several reasons. ECS generates a massive, synchronous depolarization of neurons in the CNS, thus permitting a time-course analysis of miRNA expression following activity. This technique faithfully recapitulates activity-dependent induction of the classic immediate early genes (IEGs) *activity-regulated cytoskeletal protein* (*Arc*) and *FBJ osteosarcoma oncogene* (*Fos*, Figure 3A). Finally, ECS induces robust depolarization without significant tissue damage or cell death (Figure 3B). Following treatment with ECS, animals were sacrificed at 0.5, 1, 3, 6 and 24 h and RNA from the hippocampus was collected. These time points were selected to encompass changes in miRNA expression associated with IEG induction as well as expression of the plasticity-associated late response genes [16]. After sequencing one complete time course (designated with -1 suffix, Table 1), reproducibility of expression was determined by sequencing a biological replicate of the time course (designated with -2 suffix, Table 1). 

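Differences between libraries were tested on the counts of 469 miRNA arms with at least 10 counts in at least 2 libraries, with edgeR's quasi-likelihood test and TMM normalization. Each time point has 1 library from each time course, so all libraries entered one fit, in which the spread was estimated from 6 groups of 2. The difference between the time courses was tested in a fit with the time point as a covariate. Counts were simulated from these libraries with changes of exactly 4-fold or 8-fold, up or down, and smaller changes were not simulated. The comparison of 6 libraries against 6 then called 155 of 180 changed arms and 6 of 261 unchanged arms.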

Though there are few studies that report replicates of small RNA deep sequencing, correlation between the untreated samples in both time courses was in line with those demonstrated in at least one other study (Pearson's correlation, R^2^ = 0.75, Figure 4A,[17]). However, by both absolute and relative read counts, the results of these two time courses were distinct (Table S1). 

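Across the 501 miRNA arms with a count above 0 in both NT-1 and NT-2, the log10 counts had r² = 0.719. Resampling the arms gave a 95% interval of 0.676 to 0.759. This is a correlation across miRNAs, which are not independent replicates. With percentages that were not logged, r² was 0.177, the largest shift among the alternatives. The same measure averaged 0.869 over the 30 pairs of libraries within a time course, 0.771 over the 6 pairs at one time point and 0.768 over the 30 pairs that shared neither.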

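Between the time courses, 152 of the 469 arms differed at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 94 higher and 58 lower in the second. Scaling to the total miRNA count alone gave 162 arms, of which 49 were higher and 113 lower, so the balance of directions depends on the scaling. With TMM, the largest changes among abundant arms were in the 3′ arm of miR-320 and the 5′ arms of miR-185 and let-7g. For let-7g, the normalized abundance (CPM) was 30627 ± 19789 (SD, n = 6) in the first and 202970 ± 59387 (SD, n = 6) in the second time course, higher in 6 of 6 pairs. Its log2 fold change was 3.00 (standard error 0.46, adjusted p = 0.00107, edgeR with Benjamini-Hochberg adjustment). The log2 fold change was 3.49 (standard error 0.69) for miR-320, 3.41 (standard error 0.51) for miR-185, 2.71 (standard error 0.52) for miR-744 and 2.65 (standard error 0.52) for miR-433. Arms lower in the second time course came close, with -2.60 for the 5′ arm of miR-142 and -2.59 for the 3′ arm of miR-143. Another scaling could therefore change this ranking. Of the 25 abundant and follow-up miRNAs in Figures 5B and 6, 13 differed when adjusted over the list alone and 12 when adjusted over all arms. Part of that list was chosen by the study on these libraries, so the first count is not independent evidence.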

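Over the 212 arms with at least 10 counts in every library, log2 percentages correlated with a mean Pearson's r of 0.913 between libraries of the same time course and 0.815 between libraries at the same time point. The difference of 0.0983 was the largest of the 32 distinct flips of libraries within time points (exact permutation test, one-sided, p = 0.03125, the smallest p possible), and the next largest was 0.0714. Average-linkage clustering on 1 minus r put the 6 libraries of each time course in separate branches at the top of the tree. The paper's text does not name its distance or linkage. Spearman's rho, Euclidean distance and complete linkage gave the same top split.

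**Figure D2:**
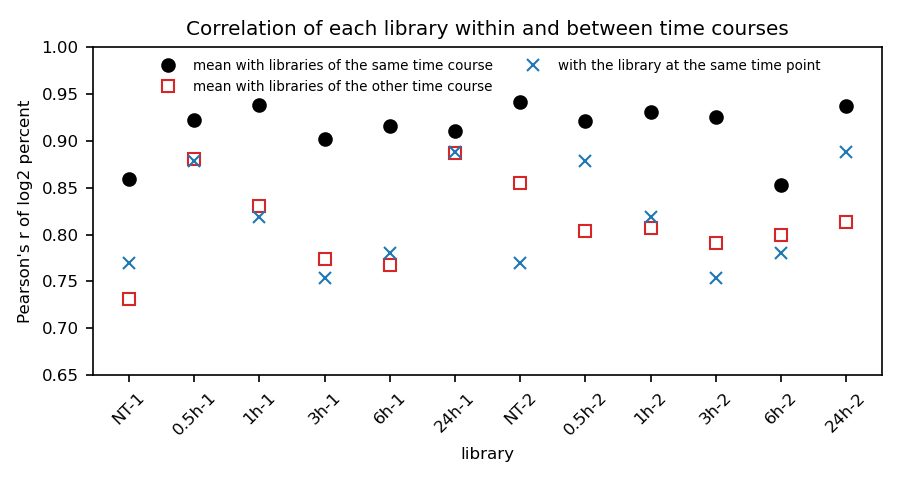
Pearson's r of log2 percentages over 212 miRNA arms (y axis, starting at 0.65) for each library (x axis). Filled circles give the mean with the other libraries of its time course, squares the mean with the other time course, and crosses the value with the library at the same time point. For NT-1 the circle lies at 0.859 and the square at 0.732.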

Unsupervised hierarchical clustering revealed a pronounced ‘batch effect’ between time course replicates 1 and 2 (Figure 4B). The ‘batch effect’ observed in this case is observed by the tighter correlation in expression levels within replicates than between treatment groups. 

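All 12 libraries had their nearest library, by Pearson's r, in their own time course. Among the 15 pairs of the first time course r ranged from 0.815 to 0.992, and among the 15 of the second from 0.820 to 0.983. The 6 pairs at the same time point ranged from 0.753 (3 h) to 0.888 (24 h). The 30 pairs sharing neither time course nor time point averaged 0.811 ± 0.0663 (SD), close to the 0.815 ± 0.0573 (SD, n = 6) of pairs at one time point. From the tighter correlation within replicates than between treatment groups, the paper concludes that there is a batch effect between replicates. It proposes that library construction may be part of its origin, and states that variation in the operation of sequencers cannot be ruled out.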

At the current time it is impossible to determine whether this effect is due to library construction or due to the sequencing process.

**Figure 3:**
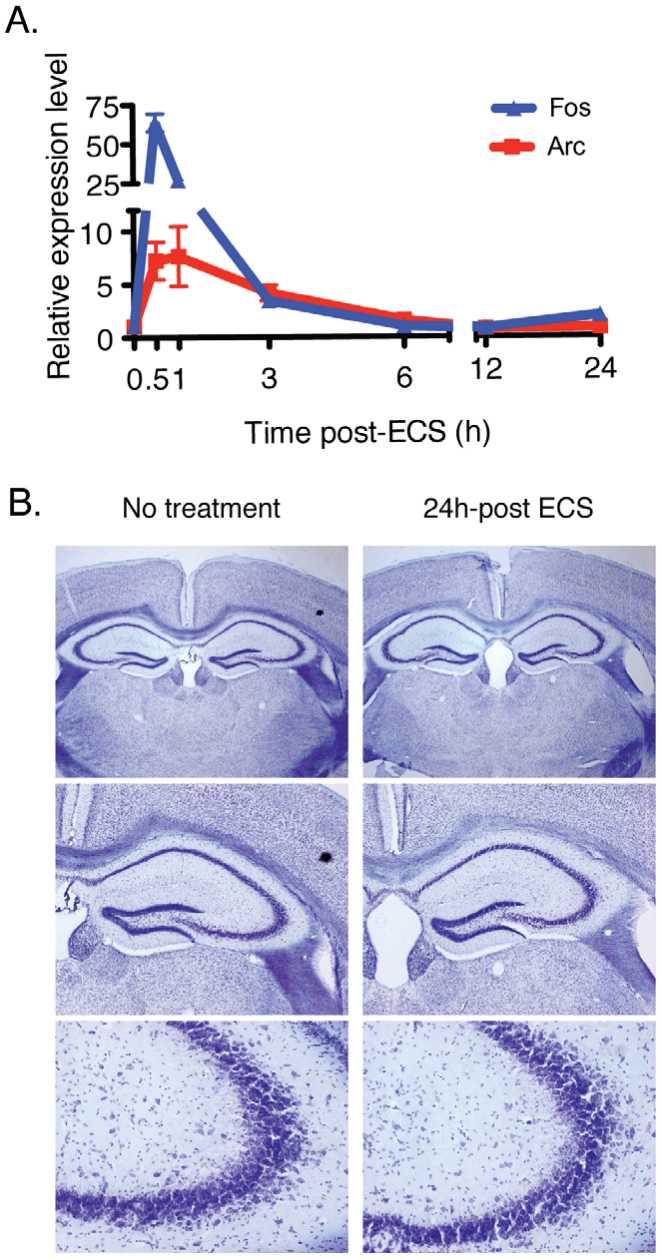
Characterization of hippocampal response to electroconvulsive shock (ECS) (A) Expression of classic immediate-early genes *Arc* and *Fos* in response to ECS. (B) Nissl staining comparing untreated and ECS-treated mice. Mice treated with ECS show no obvious tissue damage or cell death 24 hours after treatment (n = 2 per group).

**Figure 4:**
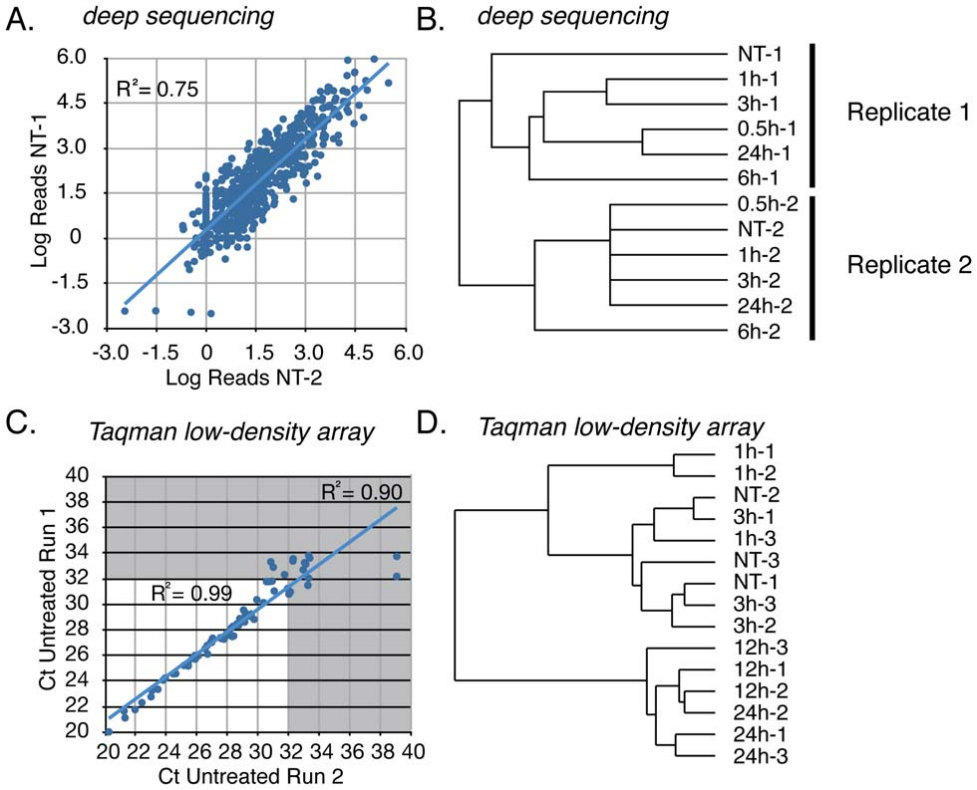
Analysis of deep sequencing and Taqman low-density array results for reproducibility. (A) Correlation of expression levels of miRNAs between untreated hippocampal sample 1 (NT-1) and sample 2 (NT-2). Axes are log of the absolute number of tags from each experiment. (B) Unsupervised hierarchical clustering of the results from deep sequencing small RNA libraries derived from the hippocampus of ECS-treated mice. Clustering was performed based on the relative abundance of individual miRNAs within each library. (B) Assessment of reproducibility of Taqman Low-density Array (TLDA) results. Two technical replicates of the TLDA were performed and plotted to determine the cycle threshold (Ct) value that would yield reproducible results. A Ct value of 32 resulted in an R^2^ value of 0.99 and was therefore chosen as the cut-off for further analysis. (D) Unsupervised hierarchical clustering of the results of individual TLDA analyses of hippocampal miRNA.

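Against the untreated libraries, 0 of the 469 arms passed an adjusted p of 0.05 at any of the 5 times after ECS (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 9 arms at 0.5 h, 2 at 1 h, 10 at 3 h, 9 at 6 h and 7 at 24 h, where chance alone gives 23.45. With the time course as a block in edgeR, again 0 arms passed at each time, and 26, 12, 24, 32 and 24 arms had an unadjusted p under 0.05. In simulated comparisons of 2 libraries against 2, made in a fit of all 12, edgeR called 56 of 191 arms changed 4-fold or 8-fold. It called 2 of 189 when the spread between the time courses was left in, as in the fit without the block. A simulated test of the 5 times together, with the same change at each, called 80 of 176 changed and 4 of 261 unchanged arms. That simulation left out the spread between the time courses and does not give the power at a single time. At 24 h the log2 fold change of miR-124 was -1.61 (standard error 1.11) and that of miR-181a was -2.25 (standard error 1.16). It was 0.75 (standard error 1.28) for let-7f and 0.80 (standard error 1.18) for miR-410. The adjusted p of each of these 4 was 0.989 (edgeR without the block, with Benjamini-Hochberg adjustment). Their standard errors include the spread between the time courses. Over the 469 arms the median standard error at 24 h was 1.29 without the block and 0.966 with it. Over the 25 miRNAs of Figures 5B and 6, 0 passed at any time when adjusted over the list alone, with 1 at an unadjusted p under 0.05 at 0.5 h and 0 at the other times. In edgeR with the block, 0 of the list passed again. Unadjusted p then lay under 0.05 for 1, 0, 3, 1 and 2 miRNAs at the 5 times in order. Over all 469 arms, DESeq2, the tool that moved the counts most among those set beforehand, called 1 arm at 0.5 h and 2 at 3 h. With the time course as a block, a fit added after seeing the values, DESeq2 called 2 arms at 0.5 h, 5 at 3 h and 3 at 6 h. The lack of calls at 0.5, 3 and 6 h thus depends on the tool. In simulated comparisons of 2 libraries against 2, DESeq2 called 96 of 191 changed arms but also 5 of 260 unchanged arms. That simulation held many changed arms, which loosens the adjusted threshold. None was run without changed arms or with DESeq2 and the block. Whether calls as few as these are false therefore cannot be told. At 3 h edgeR itself called 1 arm without the filter on low counts. The arms at 3 h without the block, miR-1934 and miR-344f, rest on the single library 3h-1.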

Given the ‘batch effect’ between replicates, it is unlikely that an accurate assessment of changes in miRNA expression level could be derived from this deep sequencing data. To more accurately characterize changes in miRNA expression, we performed an abbreviated time course analysis using the Taqman low-density array (TLDA) platform (Life Technologies) followed by extensive low-throughput quantitative reverse-transcription polymerase chain reaction (qRT-PCR). Importantly, the rodent TLDA ‘A’ array includes assays for 46/53 miRNAs that are expressed at levels greater at 0.1% of total miRNA (Figure 1). A cut-off C_t_ value of 32 cycles was used for analysis as this threshold yielded a Pearson's R^2^ correlation between technical replicates of 0.99 (Figure 4C). The TLDA platform necessarily relies on relative quantification of individual assays to a reference. Rather than relying on a single reference, we normalized expression levels to the geometric mean of five small noncoding RNAs (*Rnu6, Snord65, Snord68, Snord87,* and *Rny1*), an approach that generally yields a more stable reference. The results of the TLDA showed no signs of the ‘batch effect’ observed in the deep sequencing data. Rather, individual arrays grouped more closely by time-point than replicate, suggesting that biological instead of technical variation is observed in these data (Figure 4D).

TLDA analysis demonstrated that the majority of miRNAs' levels respond to activity (Table S4). Unsupervised hierarchical clustering of expression profiles revealed that most miRNAs fell into three classes (Figure 5A, Figure S2). Class 1 (11.6% of profiled miRNA) is composed miRNAs that increase in response to ECS and includes the activity-regulated miRNA, miR-134[11]. Class 2 (14.6% of profiled miRNA) is composed of miRNA that are not strongly regulated up or down by activity at late timepoints. The largest class, Class 3 (73.4% of profiled miRNA), is composed of miRNAs that are in some cases initially induced by activity, but show a pronounced decrease in expression by 12 and 24 h post-ECS. The most abundant miRNA expressed in the hippocampus largely fell into Class 3 showing decreased expression at 12 and 24 h post-ECS (Figure 5B). The observed effect on miR-124 expression, a highly abundant neuronal miRNA, required NMDA receptor activation as the competitive NMDA receptor antagonist completely blocks the effect of ECS on the change in miR-124 expression (Figure 5C).

**Figure 5:**
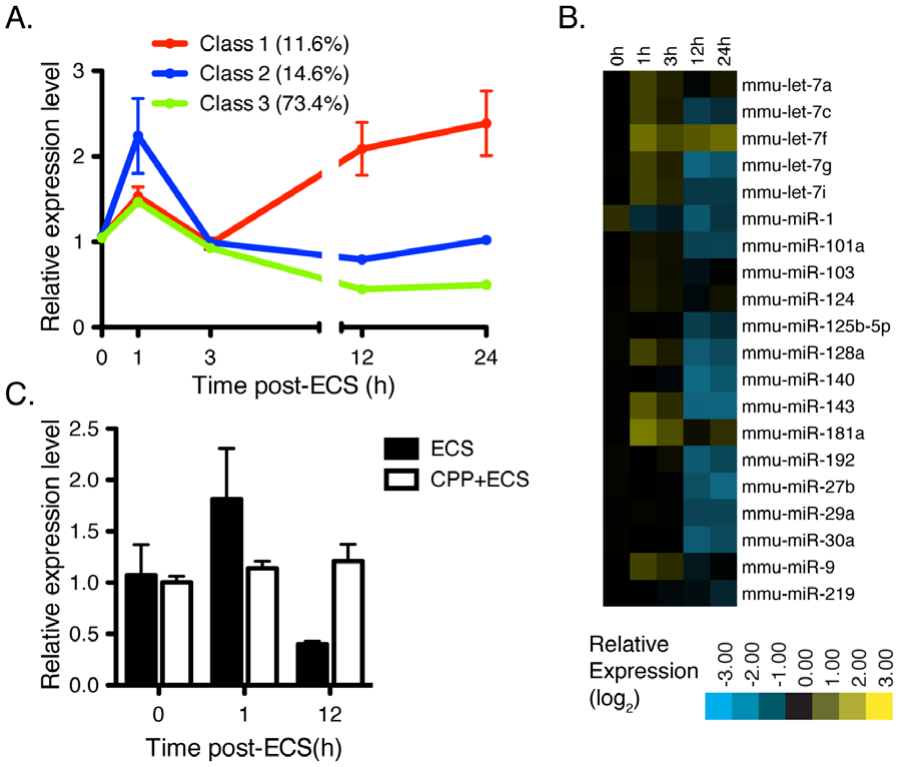
Expression profiling of hippocampal miRNA expression following electroconvulsive shock (ECS). (A) Mean relative expression level of miRNAs following ECS measured by Taqman low-density array (TLDA). MiRNAs were divided into three classes of expression patterns based on unsupervised hierarchical clustering (see Figure S2). The percentage of miRNAs that fall into each class is presented in the legend. (B) Relative expression levels were assessed using Taqman low-density array (TLDA) normalizing to 5 non-coding RNAs present on the array (see text for details). Fold change reflects the mean of three biological replicates for each timepoint (C) Mice were pre-treated 1 h before ECS with 10 mg/kg CPP. Following ECS, total hippocampal RNA was subjected to qRT-PCR for miR-124 expression and normalized to U6. Error bars represent standard error of the mean.

To validate these results and to increase the resolution of the time course of miRNA expression, we conducted a low-throughput analysis using qRT-PCR of select high and low abundance miRNAs (Figure 6). This is consistent with observations of rapid transcriptional induction of miRNA expression following neuronal activity [[10], [11], [12], [18]. Though some individual qRT-PCR results show divergent result from TLDA analysis, the general trends bourn out in the array analysis hold true. Examples of both convergent and divergent qRT-PCR results are illustrated in Figure 6. In general, higher abundance miRNAs showed more concordant results (i.e. miR-124, miR-181a, miR-26a), while low abundance (miR-410) or miRNAs with multiple close-related family members (let-7f, miR-99b) showed more divergent results.

**Figure 6:**
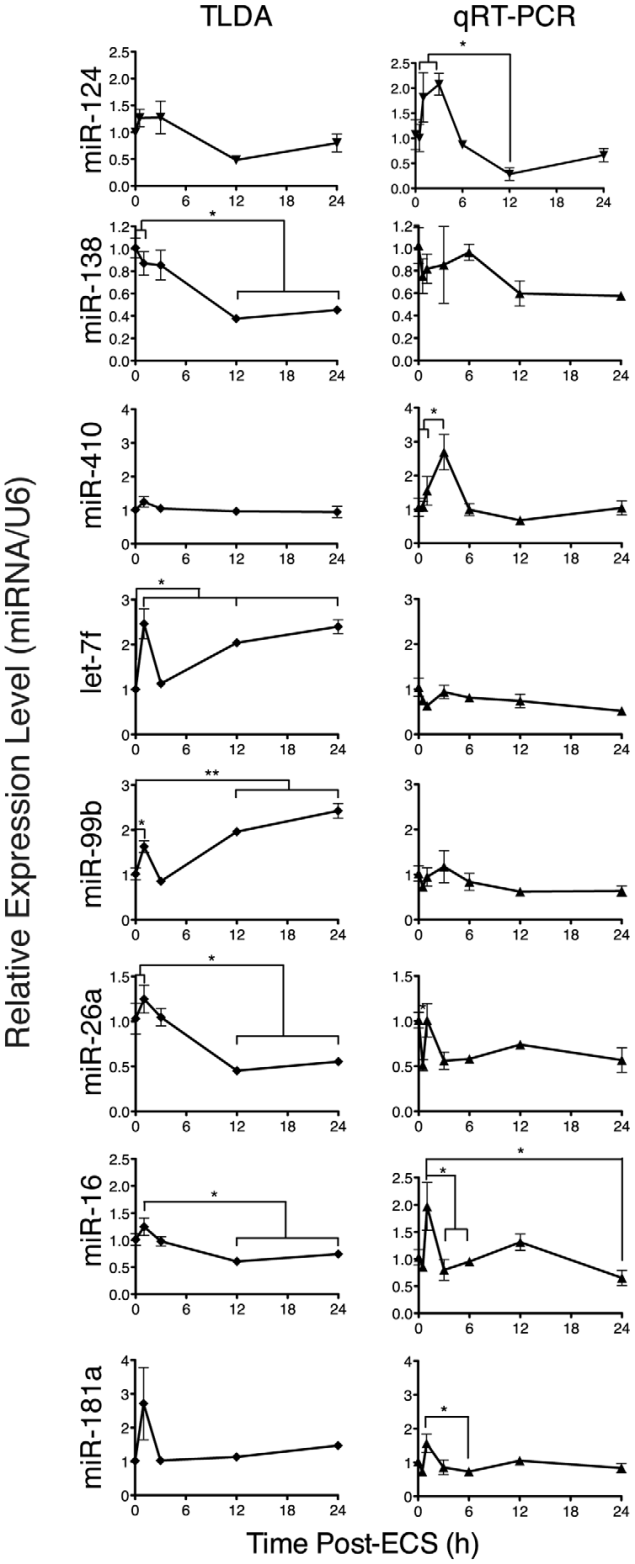
Measurement of miRNA expression levels by TLDA (right column) and qRT-PCR (left column). Expression of individual miRNAs were measured from 3-4 mice at each timepoint following treatment with ECS . These results are compared the results of TLDA analysis described in Figure 3 (gray triangles). Error bars represent the standard error of the mean. * = *p*<0.05, ** = *p*<0.01, One-way ANOVA followed by Tukey-Kramer post-test.

## Discussion

This study defines the breadth of the hippocampal miRNA transcriptome, at the basal state and following robust synchronous neuronal activity. Using deep sequencing, we provide the most in-depth investigation of a single tissue's miRNA expression published to-date. In total, we identified 15novel miRNAs using a stringent set of criteria. Among the novel miRNAs identified, three lay within the introns of *Htr2c*, bringing the total of intronic miRNAs encoded the *Htr2c* locus to 7. Additionally, we identified three new members of the *mir-410* family. Finally, using a variety of platforms we made the striking observation that the majority of miRNAs expressed in the hippocampus are down-regulated in response to robust neuronal activity at a relatively late time point. This finding in particular is important to how we think about the effects of activity on the programming of RISC and the regulation of target mRNAs.

We identified a large number of candidate novel miRNAs in our sequencing analysis (Table 1, 412 loci), among which are some *bona fide* miRNA. A recent study called into question nearly one third of the total miRNAs registered in miRBase 14.0 due to a lack of significant sequence support or absence of characteristic miRNA features [19]. Consistent with this observation, the majority of candidate miRNAs identified did not meet the strict criteria for novel miRNA discovery. However, 15confident novel miRNAs were identified that pass a stringent set of criteria (see Results) that are compatible with criteria outlined in Chiang et al. (2010). Because of the depth of sequencing (118 million reads), we feel confident that we have identified all miRNAs expressed in the major cell types of the adult murine hippocampus.

Several interesting features are found among the novel miRNAs identified in this study. First, the majority of the miRNAs identified represent novel seed-sequence families, and therefore represent a host of previously unappreciated potential miRNA-target interactions. Using the TargetScan algorithm, we predicted potential target sites in mouse 3′ UTRs for all novel miRNAs with novel seed families (Table S4). In addition to novel seed families, 2/15 novel miRNAs share a seed sequence with *mir-410*. This expansion of the *mir-410* family is interesting considering the potential targets of the *mir-410* family include numerous gene of interest to the neuroscience community including *ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 4*(*St8sia4*), cytoplasmic polyadenylation element binding protein 4 (*Cpeb4*), and *phosphodiesterase 4B* (*Pde4b*) among others. 

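Mir344d-1 lies on chromosome 7 of GRCm38 at 61683124 to 61683192 and Mir344d-3 at 61726249 to 61726328, both on the minus strand. Their most abundant tag, GATATAACCACTGCCAGACTGA (904 counts), carries the seed ATATAAC at nucleotides 2 to 8 and matches 3 hairpins exactly, the other being Mir344d-2, so its reads cannot be assigned to one of them. Over the 12 libraries 1395 counts matched Mir344d-1 and 1446 matched Mir344d-3, most of them the same reads. Only 32 and 82 counts matched a single one of these loci. Mir410 itself had 16546 counts.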

Second, though transcribed from a variety of genomic locations (introns, non-coding RNAs, mirtron, etc.) 3/15 novel miRNAs are embedded within introns of the *serotonin receptor 2c* (*Htr2c*) gene (Table 2, Figure 2). 

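Of the miRNA genes annotated inside Htr2c on GRCm38, Mir764 lies at 147002259 to 147002366 of chromosome X, 20654 bp after exon 2 of transcript Htr2c-201. Mir448 lies at 147158210 to 147158321, in intron 4 of Htr2c-201 (intron 5 of Htr2c-202), 82163 bp after the exon before it. Mir448 had 30295 counts over the 12 libraries and Mir764 had 436. The annotation holds 7 miRNA genes in the locus. The remaining 2, Gm22650 with 232 counts and Gm24627 with 0, are predicted genes without a miRNA name. A count of 0 allows up to 3 counts.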

The introns of *Htr2c* contain previously annotated miRNAs: *mir-764, mir-1912, mir-1264* in intron 2 and *mir-448* in intron 4. The potential function of the novel miRNAs as well as the previously annotated miRNAs in the introns of *Htr2c* in serotonoceptive neurons remains uninvestigated. Also uninvestigated is the possibility that a portion of the *Htr2c* knockout mouse's' phenotype could be attributable to the disruption of any of the 7 intronic miRNAs of that locus [20]. The *Htr2c* knockout mouse has a complicated phenotype that includes disruptions in appetite control, epilepsy, and diabetes [21]. It is unclear what the effects on the intronic miRNAs are in *Htr2c* knockout mouse as the targeting cassette disrupts exon 5, which lies downstream of all the intronic miRNAs. Third, 10/15 the novel miRNAs are conserved in one or more vertebrate species. This suggests that the majority of the novel miRNAs could be selected for during the course of vertebrate evolution, implying that they have a significant function.

Our investigation of activity-dependent regulation of miRNA expression began with analysis of deep sequencing libraries constructed from mice treated with ECS. Unsupervised hierarchical clustering revealed that the contents of libraries were highly dependent on the replicate, rather than on treatment with ECS (Figure 4B). This type of ‘batch effect’ is pervasive in a wide variety of high-throughput platforms including deep sequencing [22]. This may be due in part to library construction methodologies which introduce significant biases to the frequency of small RNA cloning [15]. However, the role of day-to-day variation in the operation of sequencers in the observed bias in the data cannot be ruled out. These factors may contribute to what is at least anecdotally observed as the poor correlation in results between miRNA expression profiling platforms [23]. Improvements in small RNA cloning methodologies, including the use of mutant T4 RNA ligases in association with 5′ adenylated adapters [24], will likely reduce bias and improve reproducibility in library construction. Our data suggest that even with improvements in cloning methodologies that multiple replicates of experimental samples are necessary to assess changes in miRNA expression in a quantitative manner, especially when fold changes in expression are relative modest (∼2-fold) as in this data set.

To avoid the confounding effects observed in our deep sequencing, we turned to qRT-PCR, in either TLDA or single miRNA format, to analyze dynamic changes in miRNA expression level in response to neuronal activity. Most strikingly, the majority of miRNAs decreased in expression level at late time points following ECS (Figure 5, Table S4). Higher temporal resolution analysis showed that a fraction of the miRNAs undergo rapid induction in expression, but then rapidly decrease in expression, while other miRNA undergo no induction and simply decrease in expression. This early phase following activity may reflect direct transcriptional induction of miRNA gene expression or increased miRNA processing of existing transcripts (Figure 6). However, the majority of miRNA transcripts decrease in abundance following this initial phase of induction. This is consistent with a recent study that demonstrated that neuronal miRNAs exhibit an unusually high rate of turnover, and that this turnover is accelerated by glutamatergic activity [25]. These researchers demonstrated that under the conditions of transcriptional inhibition that neuronal miRNAs decay rapidly. In our study we observe that the same phenomenon likely exists in the intact hippocampus in the absence of pharmacological inhibition of transcription. Together with another report of activity-dependent degradation of miRNAs in *Aplysia* suggests that these are evolutionarily conserved phenomena [26]. Our observations (Figure 5) are consistent with either an accelerated turnover of mature miRNA or the global repression of miRNA biogenesis. In either case, the widespread decline in mature miRNA will create a permissive environment for translation, with implications for translation-dependent processes such as learning and memory where precise control of protein levels are critical. To this point, a recent report of a conditional deletion of *Dicer* in the forebrain of young adult mice showed that during a period shortly after deletion, the *Dicer* mutants showed improved performance in memory tasks [27]. During this period of improved memory after *Dicer* deletion, the levels of residual miRNA expression are similar to those found in Class 3 of ECS-treated mice (Figure 5A). These observations suggest that the 50–70% reduction in miRNA expression observed in Class 3 miRNA may have a physiological impact on learning and memory.

Activity-dependent regulation of miRNA expression was first described in the context of the CREB-responsive miRNA miR-132 [10]. This study and subsequent miR-132-focused studies demonstrated activity dependent upregulation of miR-132 following sustained treatment of primary neuronal cultures with BDNF, KCl, or Bicucullline [28], [29]. Similar activity-dependent induction of miRNA expression were recently described for the *mir-379∼mir-410* locus [11]. In agreement with these findings, we observe a number of miRNAs are induced immediately following brief, synchronous induction of activity (Figure 6). However, overall this elevation in miRNA expression is followed by a global decline in miRNA levels in most cases. A minority of miRNAs (Class 1, Figure 5A) do show extended periods of increase following ECS. The differences in results between the current study and *in vitro* models is likely due to the mechanism of activity induction. Two studies recently demonstrated that miR-132 is transcriptionally induced *in vivo* in response to activity [12], [18]. As in our study, these studies observed induction of miRNA expression following activity, but both previous studies did not measure expression levels beyond 2 hours post-treatment.

An interesting consequence of the broad change in miRNA expression is the change in the spectrum of RISC-bound miRNA. It is generally believed that the number of Argonaute molecules, the miRNA-binding component of RISC, is the limiting factor for the amount of miRNA in a cell. If activity in general decreases the total amount of miRNA, then presumably there will be a ‘race’ to fill available Argonaute molecules. As miRNAs repopulate Argonaute proteins, the homeostatic ratio of various miRNA species may be altered, thus altering the translational profile of the neuron. It is interesting to consider that disorders associated with altered patterns of neuronal activity, such as schizophrenia and autism, may have an impact on the composition of neuronal miRNA expression solely through this type of activity-dependent mechanism. Consistent with this idea, a survey of miRNA expression in post-mortem tissue from autistic individuals revealed heterogeneous changes in miRNA expression [30]. The heterogeneity in expression of miRNAs in these individuals may be due to heterogeneity in patterns of neuronal activity. The role of changes in miRNA expression profiles in activity-dependent processes will certainly be the focus of future investigations.

## Methods

### Animals, RNA Isolation, and Histology

All animals were housed, cared for, and experiments conducted in accordance with the Johns Hopkins University Animal Care and Use Committee (Assurance #A3272-01) guidelines as specifically approved as a part of animal protocol # MO08M522. All experiments described in this study were specifically approved as a part of the afore mentioned animal protocol. Mice were treated with electroconvulsive shock (ECS) using an ECT Unit (Ugo Basile) with following settings: 1 sec shock,100 pulses/sec, 0.4 ms pulse width, 22 mA current. To test the requirement of NMDA receptor activation, mice were injected with either PBS alone or CPP (10 mg/ml i.p.) 1 hour prior to treatment with ECS. Following ECS, total hippocampal RNA was isolated from 6–8 week old C57BL/6 males using Trizol (Life Technologies) following the manufacturer's protocol. RNA quality was assessed by electrophoresis and spectrophotometric analysis using a Nano drop spectrophotometer. For histological analysis, animals were first anesthetized using pentobarbital and perfused with 4% paraformaldehyde followed by cryoprotection in sucrose and cryosectioning. Sections were Nissl stained using standard methods and light micrographs capture using an Axioplan 2 (Zeiss).

### Deep Sequencing

Libraries were constructed using the Illumina Small RNA Digital Gene Expression kit following the manufacturer's protocol. RNA quality was assessed by gel electrophoresis and analysis using a Nanodrop spectrophotometer. In brief, 10 µg of total RNA was separated by denaturing gel electrophoresis, stained with ethidium bromide, and the fragment containing ∼18–25 nt small RNAs was recovered. Following elution, the 5′ adapter was ligated to the small RNA using T4 RNA ligase. Following ligation, the products of this reaction were separated by denaturing gel electrophoresis and the band in the 40–60 nt range was excised and again eluted from the gel fragment. The 3′ adapter was then ligated using T4 RNA ligase to the eluted fragments followed by separation by denaturing gel electrophoresis. The 70–90 nt range was excised from the gel, eluted, and precipitated. The 5′ and 3′ adapted small RNA was then reverse transcribed and subjected to PCR amplification using the Phusion HF (Finnzymes) polymerase. Sequencing was conducted using an Illumina Genome Analyzer IIx at the UCLA Genome Sequencing Center. The miR-Intess pipeline used to process the sequencing output is described in detail elsewhere [13], [31]. The raw sequence data is available through NCBI Gene Expression Ominbus (GSE32055).

### TLDA and qRT-PCR

RNA isolated from the hippocampus was treated with RNase-free DNase I (Ambion) to remove contaminating DNA. For TLDA analysis, 750 ng of total RNA was used for reverse transcription using the Megaplex Pool A primer set (Life Technologies) and the MultiScribe RT system (Life Technologies). Following loading, the TLDA mouse miRNA ‘A’ array was run on an ABI 7900HT Real-time PCR System (Life Technologies). Changes in miRNA expression were quantified using the ΔΔCt method normalizing the to geometric mean of the Ct values of 5 non-coding RNAs *Rnu6, Snord65, Snord68, Snord87,* and *Rny1*. Unsupervised hierarchical clustering was performed using Cluster 3.0 for the Macintosh and visualized using TreeView 1.1.3 for Macintosh OS X.

For low-throughput qRT-PCR, 500 ng of total RNA was reverse transcribed with the miScript RT System (Qiagen), allowing the assessment of both miRNA and mRNA expression. Expression of miRNAs was measured using pre-designed miScript primer sets (Qiagen). Real-time PCR analysis was conducted on an ABI 7900HT using Power SYBR-Green reagents (Qiagen). Changes in expression levels of transcripts were determined using the ΔΔCt method normalizing to *Rnu6* or *Rps2*. All assays were performed on RNA from 3–4 mice. All PCRs were performed in quadruplicate.

### Statistics

All statistical analyses were performed using Prism (Graphpad) or Excel (Microsoft).

## Supporting Information

Figure S1 **Percent composition of individual libraries in this study.** Each class of RNA is represented by a different color (Legend, right).
(TIF) Click here for additional data file.

Figure S2 **Heat map displaying the relative expression levels of all miRNAs analyzed by TLDA.** Expression profiles of miRNAs were grouped by unsupervised hierarchical clustering into three expression profile classes.
(TIF) Click here for additional data file.

Table S1 **Summary of the mapping of reads.** “Non-matching” reads were unable to be mapped to genome following removal of the adapter sequences. “Trimmed 3′ end” are reads that matched to the genome after trimming all but the 20 nt of the 5′ end of the read. “Perfect” refers to reads that match perfectly in the genome following removal of adapter sequence.
(XLS) Click here for additional data file.

Table S2 **Ssummary of miRNA reads from all deep sequencing libraries.**
(XLS) Click here for additional data file.

Table S3 **Predicted target sites for novel miRNAs described in this study.**
(XLS) Click here for additional data file.

Table S4 **Fold changes in miRNA expression of all TLDA experiments for miRNAs with that amplified with a Ct value greater than 32.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

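Small RNA from the hippocampus of individual mice, untreated or taken at 0.5, 1, 3, 6 or 24 h after electroconvulsive shock (ECS), was sequenced in 2 time courses of 6 libraries. The condition and replicate of each library were taken from the sample labels and from the suffixes in the paper's tables. Table 1 prints the columns of NT-1 and NT-2 the other way round from Tables S1 and S2, and the totals of the deposited counts follow Tables S1 and S2.

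The authors sequenced the libraries on an Illumina Genome Analyzer IIx, removed reads without an insert or 3′ adapter with the miR-Intess pipeline, trimmed the adapter and deposited the raw counts of each distinct tag of 18 nt or more, one table per library. These counts were not aligned, filtered by genome match or normalized. The share of reads that map to the genome was not recomputed, because a genome sequence was not used here, and mapped totals are those of Table S1.

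From the counts, tags were matched exactly to the miRNA hairpins of GENCODE release M21 (GRCm38), a later assembly than the paper's, and coordinates are given on GRCm38. Names were put in the form used by the study, and loci with the same mature name were joined. Tags matching several miRNAs were split equally and sums rounded. Differential expression was tested with edgeR 4.0.16 (quasi-likelihood, TMM) in R 4.3.3 on arms with at least 10 counts in at least 2 libraries, at a Benjamini-Hochberg adjusted p of 0.05. DESeq2 1.42.0 was an alternative. Shares and correlations were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and tested by exact permutation of the libraries within time points. Intervals for shares of one library are Wilson 95% intervals.

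The tests were tested on simulated data. With 2 libraries against 2, edgeR called 29.3% of 191 arms changed between 4-fold and 8-fold and 2 of 260 unchanged arms, and with 6 against 6 it called 86.1% of 180 and 6 of 261. DESeq2 called 92.2% of the 180, but also 15 of the 261 unchanged arms. With 2 against 2 it called 96 of 191 changed and 5 of 260 unchanged arms. In the test of the 5 times together, with the same change at each, DESeq2 called 96 of 176 changed and 9 of 261 unchanged arms. There edgeR called 80 and 4. These simulations left out the spread between the time courses. With that spread left in, edgeR called 2 of 189 changed arms with 2 libraries against 2. Accepted reads per library ranged from 1897490 to 7657222, and miRNA counts from 439336 to 4282006, so counting error is small beside the differences between libraries.

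Replicate numbers pair the libraries because the paper states that they mark the time course. The deviations of libraries with the same number from the mean of their time point correlated at 0.519 on average over 15 pairs of time points (0.308 to 0.786). No pair of libraries was a duplicate by a chi-square test of counts over arms. Arms named in the text are those the paper names, the 10 most abundant without ECS, and, for the difference between time courses, the 5 with the largest change among arms past the threshold with a mean above 0.1%. Alternatives were other normalizations, DESeq2, other count minimums, tags that match 1 miRNA only, counting by the first 18 nt, the time course as a block, fits of only the groups compared, and leaving out libraries. Added after seeing the data were stricter count minimums for the miRNAs detected, the restriction to miRNA names that the study lists, DESeq2 with the block, total count scaling for the array comparison, and the first 18 nt for the untreated correlation and the Table 2 counts. Some checks were changed after a first run. The search for outlying libraries was widened from a list that held only miRNAs already seen to vary to every miRNA of the named-genes rule. The first test of miR-101c used a table that lacked most substitutions and was redone on the deposited tags. For 3 tests the verdict was weakened to undecided, and for 1 of them, on reads of miR-181b shared between paralogs, it was set back once the counts from tags that match 1 miRNA were compared. The array and qRT-PCR measurements were not analysed here beyond the array means of Table S4.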

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

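The tests of read length and run, of the flips of the libraries, of bases added to miR-181b, of paralogs, of duplicate libraries, of the time after ECS, of miRNAs in Htr2c and of miR-101c were chosen after the results were seen, the others before. A library was set apart when its gap to the nearest of the 6 libraries of its time course exceeded what Dixon's test allows. This was applied to 116 groups, of which 21 stood out where chance gives about 5.8.

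NT-1 differed from the 5 libraries after ECS of the first time course in several measures. Of its miRNA reads 51.4% were 18 or 19 nt long, against 4.54% to 16.9%. Its shares of rRNA (0.0656%), snRNA (0.0378%) and miscellaneous RNA (0.0289%) were the highest of its time course. miR-124 made up 26.2% of its miRNA counts (others 3.49% to 10.4%), miR-181a 2.57%, miR-27b 1.48%, miR-3106 0.0904% and miR-181b 3.54%. The 3′ arm of miR-3093 was at 9.37e-05% in NT-1, which is 1 count, and at 0 in the others, so it carries no weight. NT-1 is the reference for every change after ECS in that time course. Since it is a single library, differences in the preparation, the run or the animal cannot be told apart, and no biological explanation was tested.

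Exact matching drops reads with a base added at the 3′ end, and it left 37760 counts of miR-181b in NT-1. Counted by the first 18 nt, its share in NT-1 was 4.65%, which is 1.81 times the highest of the other 11 libraries, against 13.2 times with exact matching. All 37760 counts came from tags that match 1 miRNA, and with only such tags the ratio stayed at 13.1, so reads shared between paralogs are not the source. Bases added at the 3′ end may carry part of the gap to the next library. By the first 18 nt NT-1 still lay 21.5 times above the median of the others, and as the next library is a single one, added bases are neither excluded nor established as the whole account.

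Library 6h-2 stood apart in the second time course. It had 1897490 accepted reads (others 6868993 to 7657222), a known miRNA share of 69.6% (others 50.9% to 57.1%), 0.126 reads with a mismatch per exact read (others 0.190 to 0.211) and 3.78% of miRNA reads at 18 or 19 nt (others 0.910% to 1.69%). miR-124 made up 9.34% of its miRNA counts (others 1.02% to 3.59%). Depth does not set a share by itself, no test separated these measures, and no biological explanation was tested.

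miRNAs in the introns of Htr2c were high in single libraries. In NT-1 miR-448 was at 0.557%, miR-1912 at 0.00946% and miR-764 at 0.00356%. In 24h-2 miR-448 was at 0.310% and miR-1298 at 0.0470%, and in 3h-1 miR-1298 was at 0.353%. Library 24h-1 did not stand out for any of them, and the cause was not tested. Whether these miRNAs vary together is taken up under other observations.

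Of the 73 arms above 0.1%, 12 lay on opposite sides of untreated in the 2 time courses in all 5 libraries after ECS, 10 of them higher after ECS in the first time course and 2 lower. If the order of libraries were random, 4.06 would be found. Another 3 arms lay on the same side in both. Arms are not independent of each other, so these numbers carry no p. The difference between the time courses in the response was not tested, and each direction hangs on 1 untreated library per time course.

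Annotated miRNAs that Table S2 and Table 2 do not list also had reads. From tags that match 1 miRNA, miR-101c had 13298 counts, miR-1843b 7355, miR-3473b 5815, miR-1843a 4538 and miR-3068 3763, each with counts in all 12 libraries. Together such unlisted arms held 0.210% of the miRNA counts. Among these 5, at least 75.2% of an arm's counts started at one position, which argues against randomly cut fragments of longer RNAs for them. Fragments with a fixed start are not excluded, as matches of these tags to repeats or elsewhere in the genome were not looked for. For miR-3473b, 3666 of the 5815 counts came from 3h-1 alone, and its other arm had 0. Among less abundant unlisted arms, miR-6540 was at 99.6%, miR-344f at 99.0% and miR-378b at 76.3%. However, miR-8114 was at 62.0% with 20 start positions and miR-6236 at 24.6% with 32. The argument does not extend to miR-8114 and miR-6236. For miR-101c a sequencing error in miR-101a may be the source. Its main tag, GCACAGTACTGTGATAACTGA, differs by a single base from a miR-101a tag with 514873 counts. It had 0.721 times the counts of the most frequent of the other 52 substitutions at positions 1 to 18 of that tag, so it was no more abundant than an error can be, although it had 7.15 times the median of them. It reached between 2.14% and 4.76% of the miR-101a tag in the 5 libraries of the first time course after ECS, which have the most mismatches, and at most 1.19% in the other 7.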

How the results depend on the processing

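All alternatives were chosen before the data were examined, except the stricter count minimums for miRNAs detected, the restriction to miRNA names the study lists, DESeq2 with the replicate block, total count scaling for the array comparison, and counting by the first 18 nt for the untreated correlation and the Table 2 counts.

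The number of arms that differed between the time courses was 152. It was 85 when at least 10 counts were required in every library, where 212 arms were tested and 71 of the calls were shared. It ranged from 92 to 157 across the 12 fits that each left out one library, with 92 without 1h-1. With DESeq2 it was 222, and scaling to the total miRNA count gave 162, of which 30.2% were higher in the second time course against 61.8% with TMM. The 5 arms named at the claim kept their direction and side of the threshold in all 20 alternatives. In 1 of the 32 flips of libraries within time points, the real one, as many arms passed, and the largest number in the other flips was 0.

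No arm differed from untreated at any time in the edgeR fit of the 469 arms, where 2 to 10 arms had an unadjusted p under 0.05. DESeq2 called 1 arm at 0.5 h (miR-485), 2 at 3 h (miR-1934 and miR-344f) and 5 among the 6 time points. Without a filter on low counts, with 1063 arms, edgeR called 1 at 3 h (miR-1934) and 9 among the 6 time points. DESeq2 with the replicate block called 2 arms at 0.5 h, 5 at 3 h, 3 at 6 h and 10 among the time points. These arms were chosen after their values were seen. At 3 h, miR-344f had 1967 of its 2274 counts in 3h-1. In 40 edgeR fits that left out one library, 0 had an arm past the threshold. These fits left out libraries outside the 2 groups compared, and the test among all time points was not run without single libraries, since a group of 1 would remain.

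The replicate block in edgeR left the counts of arms at each time and among the time points at 0, with 12 to 32 arms at an unadjusted p under 0.05. It turned the rank correlation with the array at 24 h from 0.0557 to -0.0274, and changed no other call. Restricted to arms above 0.1%, that correlation was -0.132 at 1 h and -0.105 at 3 h, against 0.0615 and 0.00805. The cause was not tested.

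Among miRNAs detected, a minimum of 10 counts gave 469 in place of 705, and the names the study lists gave 380. At least 10 counts in at least 2 libraries gave 328, and in every library 169. These alternatives admit fewer miRNAs by construction. The untreated r² was 0.177 on percentages that were not logged, where a few abundant arms weigh most. The counts of the 15 Table 2 miRNAs summed to 21072 by the first 18 nt in place of 16823, which admits reads with changed 3′ ends. The difference in correlation between time courses ranged from 0.0856 to 0.108 when one pair was left out, where 16 flips allow a p no lower than 0.0625, so that p no longer lay under 0.05. At 24 h miR-26a turned from a log2 fold change of 0.40 to -0.091 under total count scaling, past no threshold in either. A further 9 single miRNA values moved beyond their spread, all of them Table 2 counts by the first 18 nt, and 269 of 279 did not change. The share of known miRNA and the number of arms above 0.1% moved by less than 1.5 times under every alternative.

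The smallest library holds 439336 miRNA counts. Depth limits what can be said of the sparse miRNAs of Table 2, such as Mir344i with 12 counts in 4 libraries, Mir5710 with 23 in 5 and Mir1264 with 31 in 5. The last 2 had 0 counts in the first time course.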

Differences from the paper's values

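The paper reports 119 high confidence miRNAs and 248 with relaxed requirements, and 705 annotated miRNAs had at least 1 read here. None of the alternatives set before the data were examined closed either gap. A minimum of 10 counts gave 469, and a read in both time courses gave 514. The restriction to names the study lists, chosen after seeing the values, gave 380. Stricter minimums, also applied to this count after seeing the values, come closer. At least 10 counts in at least 2 libraries left 328, within 1.5 times of the paper's 248, and at least 10 counts in every library left 169, within 1.5 times of both 119 and 248. The number thus follows the minimum chosen. The requirements of the authors' pipeline were not applied here.

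For the untreated libraries the paper reports an r² of 0.75, against 0.719 here, a difference larger than the resampling SD of 0.0212, though the interval of 0.676 to 0.759 includes the paper's value. Adding 1 count and using all arms detected in either library gave 0.741, which is within that SD of the paper's value. So is counting by the first 18 nt (0.735), an alternative chosen after seeing the values. Requiring 10 counts (0.684) or percentages that were not logged (0.177) did not close the gap.

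For Mir344c the paper's Table 2 gives 221 reads, against 93 here, and for Mir3093 it gives 82, against 35. No alternative for these counts was set before the data were examined. Counting by the first 18 nt, chosen after seeing the values, gave 107 for Mir344c and 82 for Mir3093. Reads that exact matching leaves out thus account for the gap of Mir3093, but for little of that of Mir344c. For the most abundant, Mir1298, this counting gave 13869, against 13855 in Table 2 and 10975 with exact matching.

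The paper requires a sequenced star strand of each miRNA of Table 2, says elsewhere that the majority had one, and marks it for all 15 in the table. Mir3059 had 0 exact matches on its minor arm here. Counted by the first 18 nt, its hairpin had 88 counts, as in Table 2, against 60 with exact matching. A star read with a changed 3′ end is therefore not excluded. Table 2 places Mir344d-3 and Mir3093 between genes and Mir344c in an exon of a noncoding RNA. On GRCm38 these 3 lie in introns of lincRNA genes. The paper names 3 new members of the miR-410 family in one place and 2 in another, and Table 2 gives that seed to 2 hairpins. The paper counts 7 miRNAs in introns of Htr2c, adding its 3 to 4 annotated ones, and 2 of them, miR-1912 and miR-1264, are in both lists. The 7 annotated on GRCm38 are 5 named miRNAs and 2 predicted genes, so the equal totals count different things. In the clustering of Fig. 4B, 1h-1 joins 3h-1 first, and here the nearest library to 1h-1 was 6h-1, with r = 0.961.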

Other observations

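The tests of the flips, of read length and run, of duplicates, of the time after ECS and of the miRNAs in Htr2c were chosen after the results were seen. Those of abundant arms, depth, tag length, and GC content and end bases were chosen before.

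The grouping of libraries by time course was set against technical explanations. Without the 10 most abundant arms the difference between the mean correlations within time courses and within time points was 0.121, with every library drawn down to 439336 miRNA counts it was 0.110, with tags of 21 to 23 nt only it was 0.103, and after removing the trend on GC content and on the first and last base it was 0.0886. Each was the largest of the 32 flips, so neither the 10 most abundant arms nor depth is the whole cause. Nor is the linear trend on GC content and end bases, which held a median of 6.79% of the variance. Tags of 22 nt made up 1.22% to 13.4% of miRNA reads in the first time course and 27.9% to 42.5% in the second. As lengths within the limit of 21 to 23 nt still differed, that test cannot exclude tag length. Tag length does go with the difference between arms. Across the 469 arms, which are not independent replicates, the log2 fold change between time courses had a Spearman's rho of 0.563 with the length of the arm's main tag and of -0.0209 with its GC content. The 5 libraries of the first time course after ECS hold no tag over 30 nt and had 0.369 to 0.731 reads with a mismatch per exact read, against 0.184 in NT-1 and 0.126 to 0.211 in the second time course. NT-1 nevertheless correlated more with the first time course, by 0.128. As this is 1 library, the sequencing run cannot be told apart from library construction as a cause. Of the 32 flips of the libraries, 1, the real one, gave as many arms past the threshold in edgeR.

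Libraries 0.5h-1 and 24h-1 had the highest correlation of all pairs (r = 0.992). Their counts differed by a chi-square of 33.2 per degree of freedom, far above the 1 that sampling noise gives, so they are not 1 library deposited again, although the next lowest pair had 175. If the time after ECS set the likeness of libraries, pairs of time points would be alike in both time courses. The 15 correlations of the first time course had a rho of -0.0607 with those of the second (exact permutation test over 720 orders, one-sided, p = 0.560), and the pair of 0.5 h and 24 h ranked 5 of 15 in the second. With 6 time points the test leaves the question open.

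As a hypothesis, miRNAs in the introns of Htr2c may vary together because they share a host transcript, which was not tested itself. For the 4 named miRNAs with at least 100 counts on their main arm (miR-448, miR-1298, miR-1912 and miR-764), the mean pairwise Spearman's rho over 6 libraries was 0.652 in the first and 0.657 in the second time course. This lay at the 98.2 and 97.5 percentiles of 10000 random sets of arms of like abundance. The pattern had been noticed before the test and low counts of miR-1912 and miR-764 give ties, so it needs other libraries. A mixture of tissue in the dissection was not tested.

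The paper reports that most miRNAs fall late after ECS on the array, as the mean of 3 biological replicates per time. At 24 h, 81.6% of 179 miRNAs lay below untreated in the array means of Table S4, and 33.5% in the sequencing with TMM. The sequencing share depends on the scaling. Total count scaling, chosen after seeing the values, gave 48.0% at 24 h. It moved the 3 h share from 35.8% to 61.5%, where the array had 67.6%. At 1 h the array had 6.15%, and the sequencing 44.7% with TMM and 30.7% with total count scaling. The rank correlation of the fold changes across miRNAs was 0.0615 at 1 h, 0.00805 at 3 h and 0.0557 at 24 h. Simulated unchanged libraries gave -0.141 to 0.146 at 24 h, so no relation was detectable. A share of counts cannot show a decline common to all miRNAs, because the counts are relative to the total. Sequencing fold changes at different times share the untreated libraries. Their correlation was 0.735 between 1 h and 3 h, where unchanged libraries gave 0.402 to 0.552. It was 0.666 between 1 h and 24 h (unchanged libraries 0.409 to 0.551). Between 3 h and 24 h it was 0.603 (unchanged libraries 0.399 to 0.550). The simulation gave every library the same spread, whereas NT-1, which enters every fold change, stood apart in several measures. An outlying reference also raises these correlations, so the excess cannot be assigned to ECS.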
